# ORFLine: a bioinformatic pipeline to prioritize small open reading frames identifies candidate secreted small proteins from lymphocytes

**DOI:** 10.1093/bioinformatics/btab339

**Published:** 2021-05-10

**Authors:** Fengyuan Hu, Jia Lu, Louise S Matheson, Manuel D Díaz-Muñoz, Alexander Saveliev, Jinbo Xu, Martin Turner

## Abstract

**Motivation:**

The annotation of small open reading frames (smORFs) of <100 codons (<300 nucleotides) is challenging due to the large number of such sequences in the genome.

**Results:**

In this study, we developed a computational pipeline, which we have named ORFLine, that stringently identifies smORFs and classifies them according to their position within transcripts. We identified a total of 5744 unique smORFs in datasets from mouse B and T lymphocytes and systematically characterized them using ORFLine. We further searched smORFs for the presence of a signal peptide, which predicted known secreted chemokines as well as novel micropeptides. Four novel micropeptides show evidence of secretion and are therefore candidate mediators of immunoregulatory functions.

**Availability and implementation:**

Freely available on the web at https://github.com/boboppie/ORFLine.

**Supplementary information:**

Supplementary data are available at *Bioinformatics* online.

## 1 Introduction

Open reading frames (ORFs) of <100 codons, referred to here as small ORFs (smORFs), are particularly numerous and have been challenging to annotate and to functionally characterize [reviewed in Makarewich and Olson (2017), Orr *et al.* (2020) and Yin *et al.* (2019)]. smORFs have been classified according to their location relative to the main ORF within the host transcript (Couso and Patraquim, 2017). The translation products of smORFs, termed micropeptides, have been shown to be involved in many aspects of life (D'Lima *et al.*, 2017; Huang *et al.*, 2017; Jackson *et al.*, 2018; Kondo *et al.*, 2007; Lee *et al.*, 2015; Magny *et al.*, 2013; Matsumoto *et al.*, 2017; Slavoff *et al.*, 2014). Within the immune system, the best characterized of these include host defence anti-microbial peptides, chemokines and cytokines that are known to play essential roles in normal and pathological immune reactions. A large collection of putative translatable smORFs have been identified by computational methods based on the level of DNA and protein sequence conservation across species, coding potential and context of the initiation codon. Ribosome profiling (Ribo-Seq), an approach based on deep sequencing of isolated ribosome-protected mRNA fragments, has provided extensive evidence for the translation of smORFs (Bazzini *et al.*, 2014; Ingolia *et al.*, 2009, 2014; Ji *et al.*, 2015). A variety of metrics and algorithms can use Ribo-Seq data to annotate translated regions of the genome. Amongst them ORFScore is a metric to quantify the bias of the trinucleotide periodicity pattern of ribosome-protected mRNA fragments (RPFs) towards the first reading frame in an ORF (Bazzini *et al.*, 2014). The periodicity pattern has been used by several algorithms and pipelines including ORF-RATER (Fields *et al.*, 2015), RibORF (Ji *et al.*, 2015), RiboTaper (Calviello *et al.*, 2016), RP-BP (Malone *et al.*, 2017) and RiboCode (Xiao *et al.*, 2018). Other metrics can be used in conjunction with ORFScore to improve actively translated ORF identification. For example, the ribosome release score (RRS) detects the termination of translation at the stop codon and can robustly distinguish protein-coding transcripts from ncRNAs (Guttman *et al.*, 2013). Moreover, combined Ribo-seq and RNA-seq analysis not only provides evidence for host transcripts of smORFs but also enables context-based identification of smORFs, such as during cell stress (Choudhary *et al.*, 2020; Li *et al.*, 2020; Martinez *et al.*, 2020).

Here, we describe a new analytical pipeline that we call *‘*ORFLine*’* that performs a comprehensive and systematic analysis of RNA-Seq and ribosome profiling to identify actively translated smORFs. Predicted smORFs are classified according to their host transcript type and the position of the smORF relative to other ORFs within the same transcript. We discovered 5744 actively translated smORFs during B and T cell activation and report the genetic conservation, translation efficiency (TE) and related biological processes of the predicted smORFs. We further identified smORFs containing signal peptides, some of which have the potential to be secreted.

## 2 Results and discussion

### 2.1 Overview of ORFLine

ORFLine takes Ribo-Seq, RNA-Seq, reference genome, transcriptome and gene annotation as input data and produces an output list of predicted smORFs with genomic coordinates and classification (Fig. 1A). The three main pipeline components to process the raw Illumina sequences and perform smORF prediction are: (i**)** prediction of putative smORFs; (ii**)** sequencing data QC and processing; and (iii**)** identification of translated smORFs. Prediction of putative smORFs and sequencing data processing are independent components and can be executed in parallel. The identification of translated smORFs utilizes the output of the previous two components as input (Supplementary Table S1). ORFLine is applicable to data from any species.

**Fig. 1.**
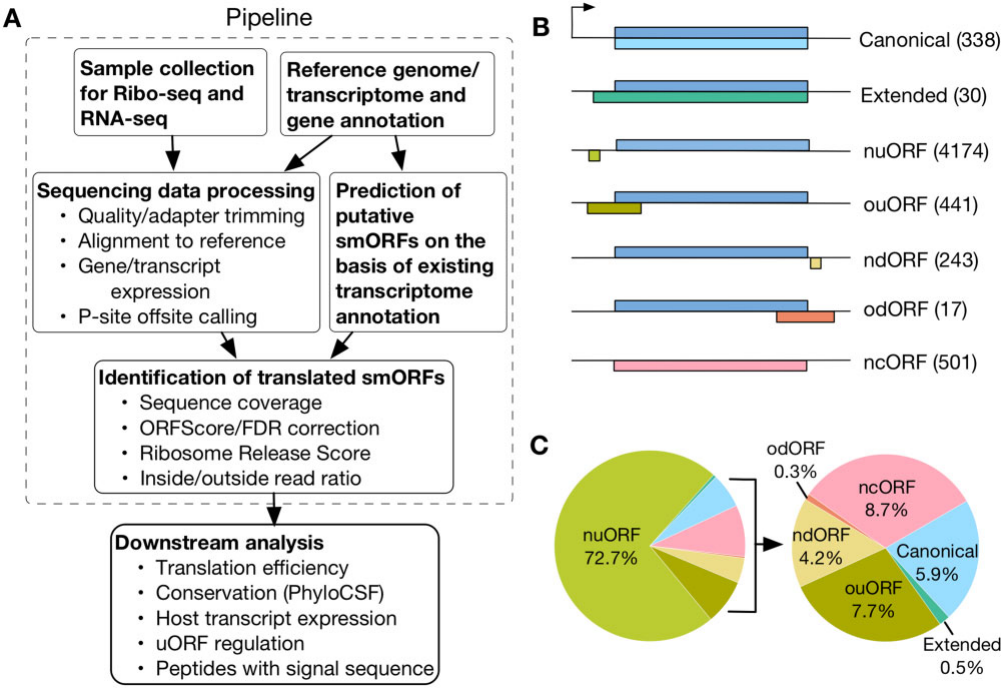
Identification of different classes of actively translated smORFs in this study. (**A**) Computational pipeline (in dashed line square) to identify translated smORFs. Sequencing data for RNA-Seq and ribosome profiling are processed and the reads mapped to the mouse reference genome GRCm38/mm10. In parallel, putative smORFs were predicted by scanning the mouse transcriptome. Several experimental metrics for each putative smORF were quantified and the smORFs exceeding a threshold for each metric were kept for downstream analysis. (**B**) Predicted smORFs were classified into seven groups according to their relative location in the host transcript. The number of smORFs in each class is shown in parentheses.nuORF, non-overlapping upstream open reading frame; ouORF, overlapping upstream ORF; ndORF, non-overlapping downstream ORF; odORF, overlapping downstream ORF; ncORF, non-coding ORF. (**C**) Pie chart showing the proportion of smORFs of different classes

The output of ORFLine is a list of smORFs that have passed the filters in the identification of translated smORFs. They are identified as smORFs with ribosome-protected mRNA fragments (RPF) signal. The output file (Supplementary Table S2) contains the genomic location and splicing information (including number of exons and exon lengths) of a smORF are clearly annotated and can be loaded and visualized in a genome browser. The quantitative information about a smORF is also calculated including TE, RNA expression and ribosome-protected RNA expression (FPKM value). The nucleotide sequences are retrieved and translated into amino acid sequences and presented in column 25 of Supplementary Table S2.

### 2.2 smORFs identified by ORFLine

We analysed several datasets to identify smORFs in mouse lymphocytes, including a published dataset from our lab of lipopolysaccharide (LPS)-activated B cells (Diaz-Munoz *et al.*, 2015); a new dataset of B cells activated with LPS plus interleukins IL-4 and IL-5 for 48 h; na_**ï**_ve CD4+ T cells stimulated with antibodies to CD3 and CD28, which mimics activation by antigen; and a published time-course of Th1 T cells re-stimulated with anti-CD3+anti-CD28 (Davari *et al.*, 2017) (see Supplementary Table S3). 

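Ribosome footprints from the B cells activated with LPS, IL-4 and IL-5 were analysed here as counts over annotated coding sequences in 5 biological replicates. Each replicate is called a mouse here, and whether a library held cells of a single animal or of a pool was not checked. All 20 genes listed for B cell identity had at least 10 counts in every mouse, with a median level of 589.5 counts per 1000000 counts (CPM). Cd74, the invariant chain of MHC class II, had 8487 CPM ± 999 (SD, n = 5 mice), and Blk, the lowest of the list, had 38.2 CPM ± 8.98 (SD, n = 5). Of 22 genes of B cell activation, 21 had at least 10 counts in every mouse. They included the low-affinity IgE receptor Fcer2a at 836 CPM ± 148.5 (SD, n = 5) and the transcription factor subunit Nfkb1 at 801 CPM ± 74.1 (SD, n = 5). Bcl2a1a, the lowest of that list, had 0.549 CPM ± 0.282 (SD, n = 5), and 16.2% of the 28-nt windows of its coding sequence occur once in the genome. All 22 genes of proliferation passed the same count minimum, from the topoisomerase Top2a at 2061 CPM ± 120.2 (SD, n = 5) to the cyclin Ccnb1 at 41.1 CPM ± 2.73 (SD, n = 5), of whose windows 7.44% occur once.
Markers of cells that the CD19 selection should remove were low for most types. Summed CPM were 0.161 ± 0.148 (SD, n = 5) for 12 neutrophil genes, 1.59 ± 1.00 (SD, n = 5) for 10 NK cell genes and 1.30 ± 0.786 (SD, n = 5) for 8 erythroid genes. The globin genes Hba-a1, Hbb-bs and Hbb-bt have 18.1% to 18.3% of 28-nt windows that occur once, so the erythroid sum is a weak measure of red cells. Gypa and Epor, with 95.4% and 98.8% of such windows, had 1 count and no count. The 15 macrophage and monocyte genes summed to 32.0 CPM ± 5.89 (SD, n = 5), with Ctsd, a lysosomal protease, the highest at 17.2 CPM ± 2.39 (SD, n = 5). The 18 T cell genes had a median of 0.485 CPM and a sum of 67.2 CPM ± 18.8 (SD, n = 5), most of it from Cd2 at 32.4 CPM ± 11.7 (SD, n = 5) and Lck at 26.4 CPM ± 7.79 (SD, n = 5). The dendritic cell list summed to 444.5 CPM ± 54.1 (SD, n = 5), of which Bst2, which the interferon-stimulated list also holds, gave 335 CPM ± 47.6 (SD, n = 5) and the receptor gene Flt3 gave 103.6 CPM ± 20.0 (SD, n = 5). The stromal list summed to 375 CPM ± 19.7 (SD, n = 5), of which the intermediate filament protein Vim, known also from lymphocytes, gave 297 CPM ± 29.8 (SD, n = 5) and the adhesion protein gene Pecam1 gave 75.3 CPM ± 15.4 (SD, n = 5).
The cells were CD19+ B cells of lymph nodes, cultured for 48 h with 10 µg/ml LPS, 10 ng/ml IL-4 and 10 ng/ml IL-5. The authors removed adapters and contaminating rRNA, tRNA and small RNA, mapped reads uniquely to GRCm38, and counted them per gene over its coding sequence. The counts were whole numbers without normalization. Mice 1 to 5, numbered as the columns of the count table, had 7025231, 7822644, 8296061, 8133877 and 7214490 counts in genes, with a median of 7822644. The numbers in the sample labels differ from those of the columns, so no column was tied to a single label. A further 25.7% to 34.7% of the counted reads per mouse lay outside annotated coding sequences. The paper's reported depth of these libraries is 34062948 to 44782997 raw reads and 20807177 to 26139506 reads after contaminant removal, and the values here use the counts in genes. Counts were scaled by the TMM factors of edgeR, which ranged from 0.985 to 1.01, and expressed as CPM. A count of 0 in all mice allows a level of up to 0.0779 CPM, a limit that covers counting error only. Of 22538 genes in the table, 9616 had at least 10 counts in every mouse. RNA-seq was not used here, so levels are of footprints and no translation efficiency was computed.

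**Figure D1:**
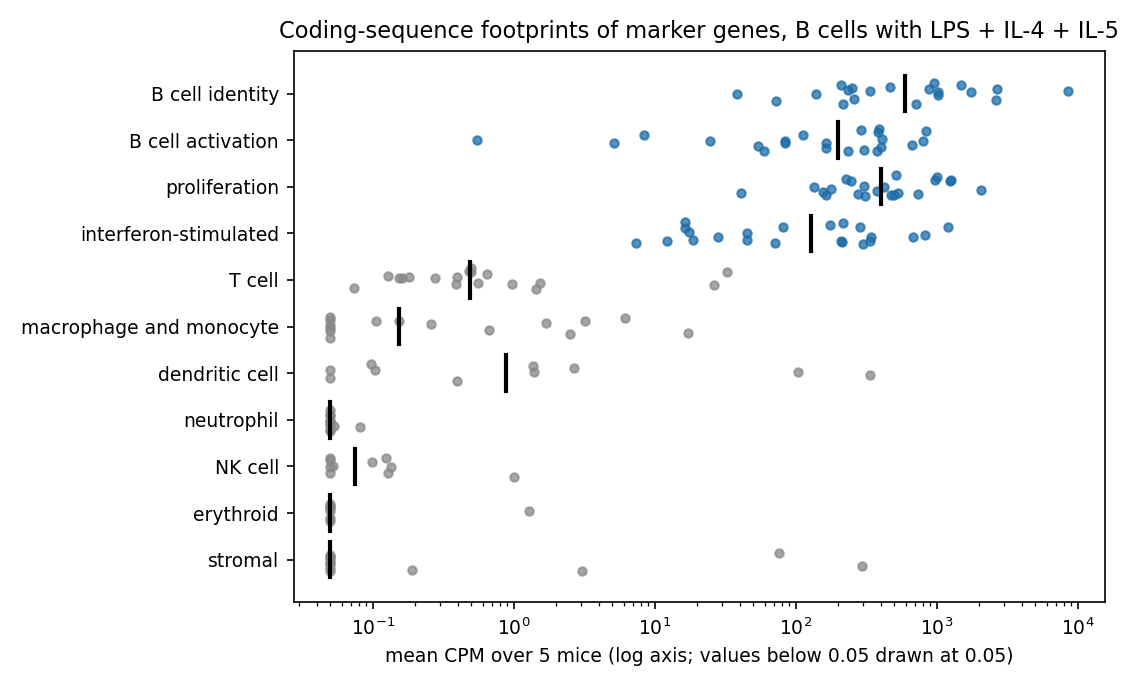
Mean CPM over 5 mice of each gene (points) and the median of each list (vertical bars) on a log axis, for lists of B cell programmes (blue) and of other cell types (grey), with values below 0.05 CPM drawn at 0.05. The B cell identity list has a median of 589.5 CPM and the T cell list a median of 0.485 CPM.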

ORFLine predicted a total of 5744 unique smORFs in all samples analysed (union of 2607 smORFs predicted in B cells and 4935 smORFs predicted in T cells) (Supplementary Table S4).

ORFLine classified smORFs according to their relative position with the annotation, if any, of the host transcript (Fig. 1B). About 80% (4615) of the 5744 predicted smORFs are uORFs, whereas downstream ORFs (dORFs) is the rarest class (260; Fig. 1C). A total of 501 smORFs in putative non-coding RNAs (long non-coding RNAs and pseudogenes) were predicted, which are termed ncORF. We also detected 338 canonical smORFs, which matched exactly to annotate CDSs, and an additional 30 extended canonical smORFs, which start upstream of an annotated CDS but have the same stop codon. 

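Of the datasets behind this count, the B cells activated with LPS, IL-4 and IL-5 held footprints on 160 annotated short CDS genes, each with at least 10 counts in every mouse. They were drawn from 698 protein-coding genes whose longest annotated coding sequence has at most 100 codons, and 442 of those 698 had no count in any mouse. The paper also counts short isoforms of genes with longer proteins as canonical smORFs, and such genes are left out here. The 160 genes are therefore not the part of that count seen in these cells. Together the short CDS genes of the table took 1.78% ± 0.120 (SD, n = 5 mice) of the counts in genes. A single gene, Tmsb4x (ENSMUSG00000049775.16), held 24.25% ± 4.55 (SD, n = 5) of these short CDS counts. It encodes thymosin beta 4, a peptide that binds actin monomers, and lies on chromosome X of GRCm38 from 167207093 to 167209315, with a longest annotated coding sequence of 50 codons. The 10 short CDS genes with the highest footprint density held 52.7% of the short CDS counts. Besides Tmsb4x these were the surface protein gene Cd52, Serp1 of the endoplasmic reticulum, the interferon-stimulated gene Ifi27l2a, Sh3bgrl3, the chromatin-binding protein gene Banf1, and 4 genes of mitochondrial proteins, Tomm6, Atp5e, Cox8a and Uqcrh. Of the 160 genes, 38 belong to the list of small mitochondrial proteins and 3 to the ribosomal proteins. The shortest coding sequence among them was that of Ost4, a subunit of the oligosaccharyltransferase, with 37 codons, a gene chosen after the lengths were seen. Lengths came from GENCODE M21, and no filter on ORFScore or ribosome release score was applied. With a limit of 80 codons in place of 100, the number of genes was 71.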

Of the canonical smORFs, we found direct biochemical and functional evidence for their protein products for only _**∼**_40% (135) in the UniProt protein database (Bateman, 2021) ; these smORFs include diverse entities, such as chemokines and subunits of mitochondrial complexes. The other smORF classes and the remainder of canonical smORFs (5609) have either not been functionally characterized or have not been annotated at all.

### 2.3 Comparison between ORFLine and RiboCode

We also analysed the same datasets with the recently published ORF-detection pipeline RiboCode (Xiao *et al.*, 2018), which assesses the triplet periodicity of RPFs in an ORF with modified Wilcoxon signed-rank test and has been incorporated into a recently published integrated tool (RiboToolkit) to analyse ribosome-profiling data (Liu *et al.*, 2020).

RiboCode is claimed to outperform RiboTaper, Rp-Bp and ORF-RATER (Calviello *et al.*, 2016; Fields *et al.*, 2015; Malone *et al.*, 2017). Using its default settings RiboCode predicted a total of 15 920 unique smORFs, we removed 3667 smORFs nested in longer smORFs, 48 from non-expressed transcripts and 3337 internal or frameshift smORFs. We then compared the remaining 8868 non-internal smORFs predicted by RiboCode with the 5744 predicted from ORFLine (Supplementary Fig. S2). Of these, 1957 (22.1% in RiboCode and 34.1% in ORFLine) are found as exact genomic coordinate matches by both pipelines (Table 1). We sampled the annotated smORFs, which are differentially identified by the two pipelines and noticed that smORFs predicted by RiboCode typically have low RPF coverage or are assigned a low or negative ORFScore, or low RRS, and are filtered out by ORFLine (Supplementary Fig. S3). Our criteria for metrics have shown to be robust in smORF prediction in previous studies (Bazzini *et al.*, 2014; Guttman *et al.*, 2013). ORFLine also predicted 356 smORFs encoded by low abundance transcripts (25% percentile) that are not predicted by RiboCode. Overall, RiboCode predicted more putative smORFs, but some of which appeared to share the stop codon but different start codons. RiboCode maps Ribo-Seq reads to the transcriptome and can lead to redundant positive signals from multiple transcripts. By contrast, ORFLine maps reads uniquely to the genome. 

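In the counts from B cells activated with LPS, IL-4 and IL-5, some genes with close copies elsewhere in the genome had almost no uniquely placed footprints, and others had many. Among 45 genes of the large subunit of the cytosolic ribosome, 11 had a mean of under 10 counts per mouse, although ribosomal proteins are known as abundant products of dividing cells. Rpl8, on chromosome 15 of GRCm38, had 1956 CPM ± 413.5 (SD, n = 5 mice), and 87.4% of the 28-nt windows of its coding sequence occur once in the genome. Rpl4, on chromosome 9, had 1911 CPM ± 354 (SD, n = 5), and 55.7% of its windows occur once. Rplp2 had 549.7 CPM ± 110.5 (SD, n = 5), although 10.7% of its windows occur once. Rpl38, on chromosome 11, had 0.338 CPM ± 0.0691 (SD, n = 5), and 0% of its windows occur once. The 20 ribosomal genes without any such window had a median of 1.22 CPM and at most 25.2 CPM, and the 25 genes with at least 1 had a median of 99.0 CPM. Small mitochondrial proteins had a median of 90.7% of windows that occur once, against 2.37% for the ribosomal genes. Cox7c, a subunit of cytochrome c oxidase, had 0% such windows and 0.152 CPM ± 0.133 (SD, n = 5). Usmg5 also had 0% such windows, but 22.6 CPM. Timm8a1, of the mitochondrial import system, had 0% and no count. Cox17, a copper chaperone of cytochrome c oxidase, had no count either, although 99.4% of its windows occur once. Cox7c, Usmg5, Cox17 and Timm10b, which is marked in the plot of windows, were chosen after their values were seen. Of the 76 ribosomal and small mitochondrial genes with a mean of at least 10 counts, 28 have under 20% of windows that occur once. Across the 45 ribosomal genes, the share of windows and the mean CPM were related with Spearman's rho 0.81 (permutation p = 1e-05, two-sided, the smallest that 100000 permutations can give) and Pearson's r 0.66 on log2 CPM. This was the 1 relation computed of this kind, and genes are not independent replicates.

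**Figure D2:**
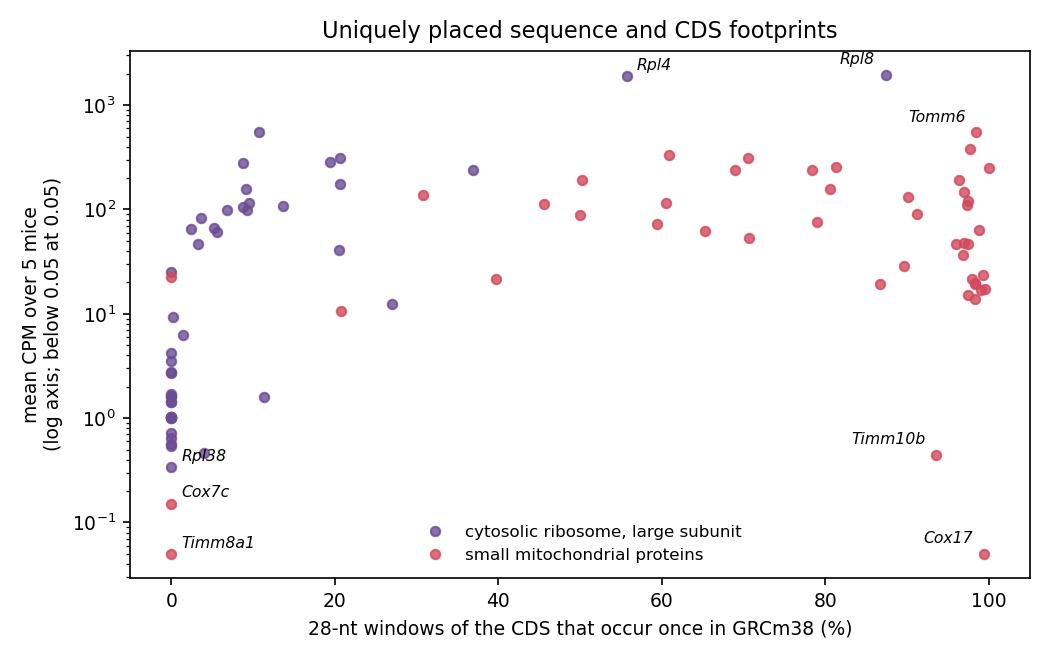
Mean CPM over 5 mice on a log axis (values below 0.05 drawn at 0.05) against the percentage of 28-nt windows of the coding sequence that occur once in GRCm38, for genes of the large ribosomal subunit (purple) and of small mitochondrial proteins (red). Rpl38 and Cox7c lie at 0% of windows and below 1 CPM, and Cox17 lies at 99.4% with no count.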

We also observed that for the different putative smORFs predicted by RiboCode and ORFLine, those unique to ORFLine have higher RPF coverage and ORFScore.

**Table 1.** ORFLine and RiboCode prediction commonality/difference by class

Class	ORFLine	RiboCode	Commonality	Unique to ORFLine	Unique to RiboCode
Annotated (including canonical/ca-nonical_ exte-nded/canoni-cal_truncated)	368 (338 canonical + 30 canonical_extended)	290	183	185	107
Novel (non-coding)	501	990	69	432	921
nuORF	4174	5133	1401	2773	3732
ouORF	441	1718	185	256	1533
ndORF	243	506	121	122	385
odORF	17	231	3	14	228
Total	5744	8868	1957	3787	6911

### 2.4 smORF conservation

To examine the conservation of smORF-encoded micropeptides between species, we employed PhyloCSF to analyse signatures of evolutionary conservation. About 11.4% of smORFs had a PhyloCSF score >50, thus showing strong evidence of conservation (Fig. 2A), with canonical smORFs being enriched among these (Fig. 2B). A small subset (_**∼**_6.5%) of uORFs, ncORFs and dORFs showed high PhyloCSF scores, indicating conservation of smORFs CDS. There are over 60% of smORFs lacking signs of selective pressure to maintain their amino acid sequences (no cross-species sequence alignment and not conserved, Fig. 2A), in which uORFs, ncORFs and dORFs are enriched (Fig. 2B). The median length of canonical smORFs is 79 codons, however, the median length of uORF, dORF and ncORF are 24, 34 and 33 codons, respectively. By comparison with other classes, canonical smORFs are, on average, longer and more highly conserved (Fig. 2C). Having distinct transcript organization, size, conservation and peptide structure, the cellular and molecular functions of canonical smORFs, uORFs, dORFs and ncORFs are likely to differ from each other, with less conserved classes primarily independent of peptide sequences. However, we observed that the PhyloCSF score positively correlates with the length of coding sequence (data not shown). Therefore, it is likely that the conservation of shorter smORFs is underestimated.

**Fig. 2.**
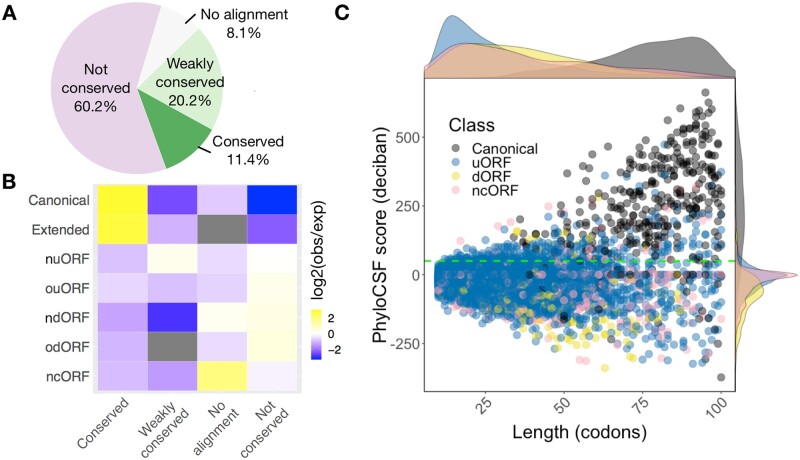
smORFs showing different conservation and length distributions according to their classes. (**A**) Most smORFs are not conserved at the peptide level. Pie chart represents the coding potential (PhyloCSF score). smORFs with PhyloCSF score ≥50 are considered conserved. smORFs are considered weakly conserved if their PhyloCSF scores are positive but smaller than the threshold 50. (**B**) Canonical and extended smORFs are enriched in conserved peptides. Enrichment heatmap depicts log 2 ratio of the number of smORF observed (obs) to the number of smORF that would be expected (exp) by chance given overall distributions of smORF classes and conservation levels. (**C**) Scatter plot shows the distributions of codon length and PhyloCSF score for each smORF type. Marginal densities of length and PhyloCSF score are also shown on the top and the right-hand side of the scatter plot. Green dashed line indicates a PhyloCSF score of 50. Here, the original classification in Figure 1B was simplified by combining the canonical and canonical extended ORFs as canonical; nuORF and ouORF as uORF; and ndORF and odORF as dORF. Canonical smORFs are on average longer and more conserved than other types

### 2.5 Canonical smORFs

A total of 338 canonical smORFs were predicted in B and T cells. About 88% of these are conserved or weakly conserved between species (Fig. 3A). We divided canonical smORFs into *‘*short CDS*’* and *‘*short isoforms*’*, the latter are the products of alternative splicing of transcripts from genes annotated as encoding proteins longer than 100 amino acids (Couso and Patraquim, 2017). Among the predicted canonical smORFs, 54.4% are short CDSs and 45.6% are short isoforms. There are hundreds of putative short CDSs in mouse and human, these are typically located on monocistronic transcripts and their host transcripts are structurally shorter and simpler compared with canonical mRNAs (Couso and Patraquim, 2017). We have predicted 184 short CDSs and they have a median size of 79 codons. We find short isoforms have a median size of 80 codons and resemble short CDSs in size and conservation (Fig. 3B). As short isoforms share conserved protein sequences with their longer canonical protein isoforms, they may have functions that are directly related to their longer protein isoforms (Couso and Patraquim, 2017).

**Fig. 3.**
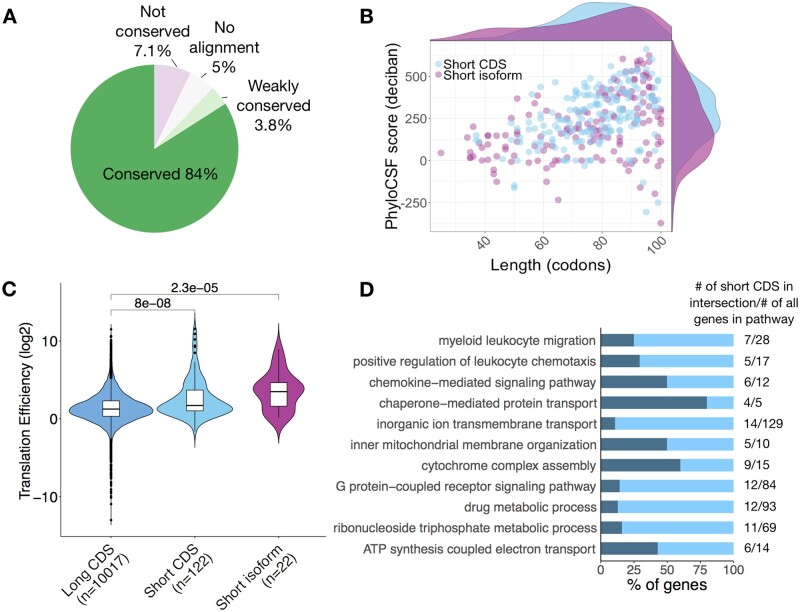
Analysis of canonical smORFs. (**A**) Pie chart shows 87.8% of canonical smORFs are conserved or weakly conserved. (**B**) Canonical smORFs were further divided to short CDSs (54.4%) and small isoforms (45.6%). A scatter plot shows the relation between ORF length and conservation score. (**C**) TE (of B cell activated with LPS and IL-4+IL5) distributions of long CDS (CDSs >100 codons), short CDSs and small isoforms. Mean and standard deviation are shown. Significance was computed using two-sided Wilcoxon test. (**D**) Biological process gene ontology terms found to be significantly enriched in the short CDS gene list

To increase confidence that predicted canonical smORFs were indeed translated, we calculated the TE of the short CDSs and short isoforms. When compared to long CDSs of expressed protein-coding transcripts, we found their median TE to be greater (Fig. 3C). 

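In the same B cells, the 160 short CDS genes with at least 10 counts in every mouse carried more footprints per length than the 9258 long CDS genes. Their median density was 149 ± 12.2 (SD, n = 5 mice) counts per kilobase of coding sequence per 1000000 counts, against 25.8 ± 0.554 (SD, n = 5) for long CDS genes. This is a 5.76-fold difference, a log2 ratio of 2.53 ± 0.102 (SD, n = 5), and the short CDS genes were higher in 5 of 5 mice. Tmsb4x led with a density of 29090 ± 7131 (SD, n = 5). Serp1 had 2926 ± 316 (SD, n = 5), Ifi27l2a had 2502 ± 421 (SD, n = 5), Sh3bgrl3 had 1247 ± 152 (SD, n = 5) and Banf1 had 1209 ± 129 (SD, n = 5). Single long CDS genes reached similar densities, among them the cytoskeletal actin gene Actb with 16520 ± 1445 (SD, n = 5) and the MHC class I light chain B2m with 15000 ± 2046 (SD, n = 5). The median short CDS gene had 83 codons and the median long CDS gene 468. The difference between the groups was larger than the spread between mice, and an exact two-sided sign-flip test over the mice gave p = 0.063, the smallest p that 5 mice allow. Both describe how alike the mice were over the same genes and not the spread between genes. Across genes the middle quartiles overlapped, at 53.7 to 394 for short CDS genes and 9.02 to 72.3 for long CDS genes. The short CDS median also lay above those of 10000 random lists of the same number of genes. A count minimum asks for a higher density in a short gene than in a long one. With a minimum on the density in place of the counts, chosen after the data were examined, the log2 ratio was 1.84. The paper calculated TE to gain confidence that canonical smORFs are translated and states that the median TE of short CDSs was greater than that of long CDSs (Fig. 3C). Density, unlike TE, does not account for the amount of mRNA, so the ratio here is not a test of that difference in TE.

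**Figure D3:**
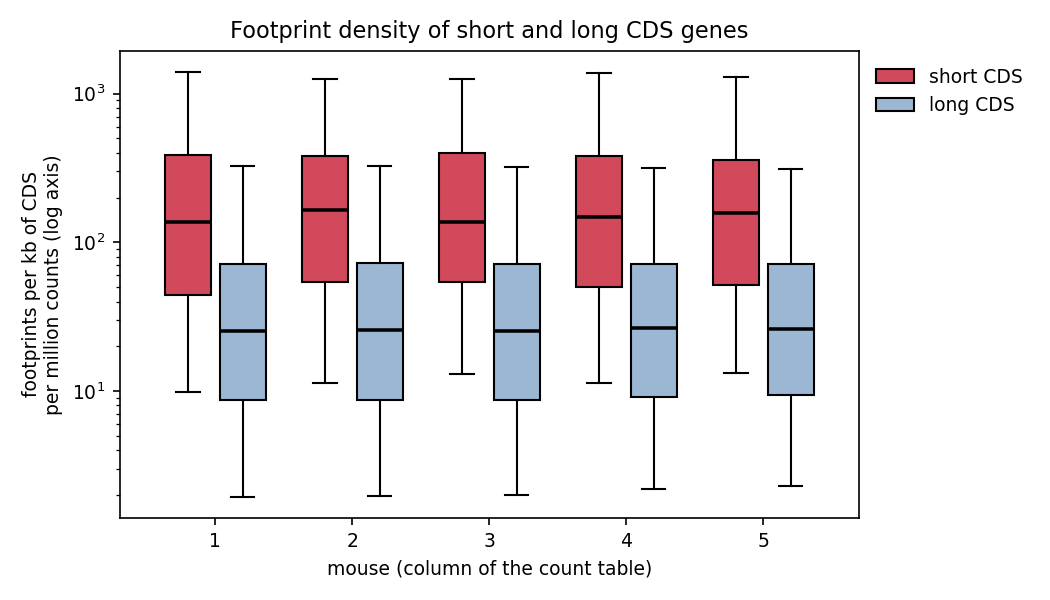
Footprint density (counts per kilobase of coding sequence per 1000000 counts, log axis) of 160 short CDS genes (red) and 9258 long CDS genes (blue) in each of 5 mice. Lines are medians, boxes span the middle quartiles and whiskers the 5th to 95th percentile, and the short CDS median is higher in each mouse.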

We also conducted GO term enrichment analysis comparing the 184 short CDS and the 154 short isoforms against all smORF-encoding genes of B and T cells. The top hits of short CDS are related to chemokine activity and mitochondrial biology (Fig. 3D and Supplementary Table S5). 

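Footprints lay on most of the small mitochondrial proteins in the B cells activated with LPS, IL-4 and IL-5. Of 46 such genes in the count table, 42 had at least 10 counts in every mouse. Tomm6, of the outer membrane translocase, had 548 CPM ± 88.4 (SD, n = 5 mice). The ATP synthase subunit Atp5e had 375.5 CPM ± 24.9 (SD, n = 5), the complex III subunit Uqcrh had 334 CPM ± 52.9 (SD, n = 5), and the cytochrome c oxidase subunit Cox8a had 313.5 CPM ± 15.5 (SD, n = 5). Romo1 (ENSMUSG00000067847.13), on chromosome 2 of GRCm38 from 156144039 to 156145797, has 79 codons and had 62.3 CPM ± 4.58 (SD, n = 5), with 65.2% of its 28-nt windows occurring once in the genome. The large subunits of the respiratory chain and ATP synthase were read as a comparison, and all 25 passed the count minimum. The small list is broader, since it also holds proteins of mitochondrial import such as Tomm6. They included the ATP synthase subunits Atp5b at 3256 CPM ± 238 (SD, n = 5) and Atp5a1 at 2392 CPM ± 169 (SD, n = 5), and Atp5h, the lowest, at 61.6 CPM ± 5.39 (SD, n = 5), with 13.8% of windows occurring once. Per length, the median density of the 38 small proteins with at most 100 codons was 385 ± 35.2 (SD, n = 5), against 315 ± 27.9 (SD, n = 5) for the large subunits. The log2 ratio was 0.29 ± 0.112 (SD, n = 5), higher in 5 of 5 mice (exact two-sided sign-flip test, p = 0.063, the smallest p that 5 mice allow). The median of the small proteins lay at the 85.2 percentile of random lists of 38 genes drawn from both groups, inside their central 95% range of 240.8 to 410.3. The direction did not hold for means of log2 densities, which gave a log2 ratio of -0.06. It was also reversed, at -0.43, among genes with at least 80% of windows occurring once, a setting chosen after the data were examined.

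**Figure D4:**
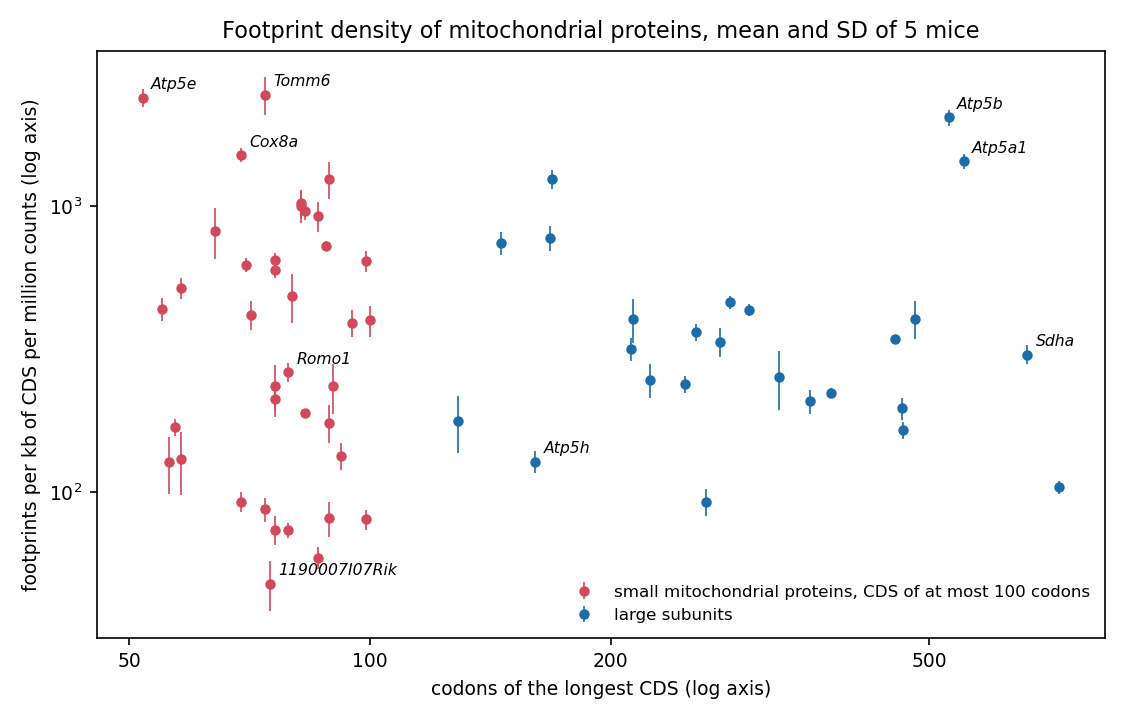
Footprint density (counts per kilobase of coding sequence per 1000000 counts) against the codons of the longest coding sequence, both on log axes, for 38 small mitochondrial proteins (red) and 25 large subunits (blue), as mean and SD of 5 mice. Both groups span a wide range, with medians of 385 and 315.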

We observed enrichment of gene products involved in mitochondrial complexes: e.g. Romo1 is located in the mitochondrial membrane and is responsible for increasing the level of reactive oxygen species in cells (Na *et al.*, 2018). Romo1 also has anti-microbial activity against a variety of bacteria by penetrating the bacterial membrane (Sha *et al.*, 2012). The chemokines Ccl1, Ccl22, Ccl3, Ccl4, Ccl5, Cxcl10 and Cxcl11 are predicted indicating the ability of the pipeline to identify *bona fide* micropeptides with immunoregulatory properties.

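Of these 7 chemokines and Ccl2, which the paper also names, Ccl22 had by far the most footprints in the B cells activated with LPS, IL-4 and IL-5. Ccl22 (ENSMUSG00000031779.3) is a ligand of the receptor CCR4 and lies on chromosome 8 of GRCm38 from 94745590 to 94751699, with 92 codons. It had 332 CPM ± 108.0 (SD, n = 5 mice), above 94.0% of the genes with at least 10 counts in every mouse. Cxcl10, an interferon-stimulated ligand of CXCR3 on chromosome 5, had 16.3 CPM ± 13.4 (SD, n = 5), and 10.6 CPM without mouse 3. Ccl5, Ccl4 and Ccl3, which all lie on chromosome 11, had 10.6 CPM ± 6.16 (SD, n = 5), 3.10 CPM ± 1.08 (SD, n = 5) and 1.73 CPM ± 0.517 (SD, n = 5). Ccl2 had 1 count in 1 mouse. Ccl1 and Cxcl11 had no count in any mouse. The reference annotates Cxcl11 as a polymorphic pseudogene, and whether depth or another cause gave these zeros was not tested. Ccl22, Cxcl10 and Ccl5 had their highest levels in mouse 3, with 501, 39.3 and 20.1 CPM. That mouse also had the highest mean of the interferon-stimulated list, which holds Cxcl10. Its sum of 10 NK cell genes was the highest too, at 2.56 CPM, but rests on few reads, since 3 counts are 0.366 CPM in that mouse. Of the chemokines, 4 had at least 10 counts in every mouse and were tested for differences between mice beyond the trend of genes of like abundance. Over all 9616 genes tested none of them passed (edgeR, adjusted p = 0.254 for Cxcl10), and 3 passed when adjusted over the list alone. Cxcl10 passed over all genes when mouse 5 was left out, with an adjusted p of 0.0288 from edgeR. Whether the chemokines were predicted from these cells or from other datasets was not examined.

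**Figure D5:**
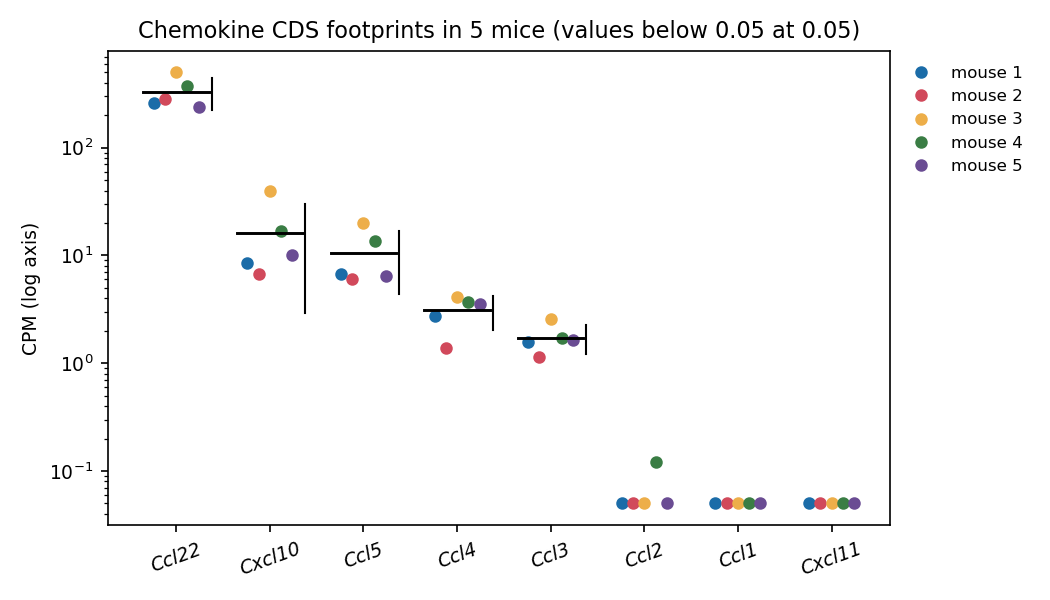
CPM of the chemokine genes in each of 5 mice (points) with the mean and SD (bars), on a log axis, with values below 0.05 CPM drawn at 0.05. Ccl22 lies between 238.6 and 501 CPM, and Ccl1 and Cxcl11 have no count.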

### 2.6 uORFs

Approximately 50% of annotated animal mRNAs contain uORFs (Andrews and Rothnagel, 2014; Couso and Patraquim, 2017) and translation of uORFs has been widely reported in different organisms (Calvo *et al.*, 2009; Johnstone *et al.*, 2016; Wang and Rothnagel, 2004). We observed that the median TE of uORFs is greater than that of long CDS (Fig. 4A). About 4% of the uORFs have a high PhyloCSF score and TE above the median TE of long CDS and potentially encode conserved functional micropeptides (Fig. 4B, for B cells activated with LPS and IL-4+IL-5). However, the amino acid sequences of the majority of uORFs are not conserved, suggesting that any potential function is largely independent of the encoded peptide. The proportion of expressed uORF-containing transcripts in B cells and T cells is between 6.2% and 12.4%, except resting B cells (2.7%). Several studies have shown a repressive effect of uORFs on the translation of the main CDS (Chew *et al.*, 2016; Johnstone *et al.*, 2016; Zhang *et al.*, 2019). We compared the TE of the CDS in all uORF-containing transcripts versus those lacking uORFs. As expected, the presence of uORFs and overlapping uORFs was associated with a translation repression (Fig. 4C). We performed GO enrichment analysis for all uORF-containing genes to discover their associated biological processes (2881 target genes) and these genes are mostly enriched in processes linked to protein modification, regulation of gene expression and cellular response to stimulus (Fig. 4D and Supplementary Table S5). These enrichments are consistent with regulatory uORFs mediating the rapid changes in gene expression in response to stress and environmental stimuli.

**Fig. 4.**
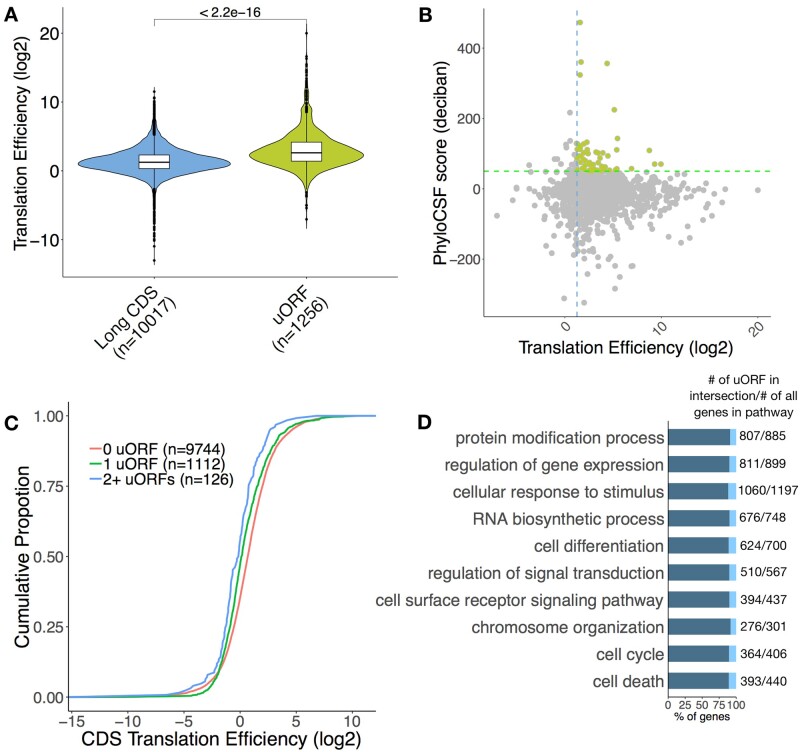
uORFs regulate the translation of their downstream CDS. (**A**) TE distributions of long CDS and uORF. Significance was computed using a two-sided Mann–Whitney test. (**B**) Scatter plot of uORF TE and PhyloCSF score. Green broken line represents a PhyloCSF score of 50 used as a threshold for conservation, blue broken line represents the median TE of long CDS. uORFs that are conserved and have a high TE are highlighted. (**C**) Cumulative distribution of TE in expressed uORF-containing transcripts versus transcripts lacking uORFs as control. Significance was computed using two-sample Kolmogorov–Smirnov test for each uORF set compared to the control (1 uORF *P*=1.321e-14, 2+ uORFs *P*=1.828e-6). (**D**) Biological process gene ontology terms found to be significantly enriched in the uORF-containing gene list

### 2.7 smORFs in non-coding RNAs

Non-coding ORFs (ncORFs) are smORFs that are found in annotated long non-coding RNAs (lncRNAs) and pseudogenes. They are typically short with a median length of 33 codons. By definition, non-coding RNAs are not translated into protein. However, annotated lncRNAs have been predicted from their sequences to contain six smORFs on average (Couso and Patraquim, 2017). We have predicted 501 translated ncORFs and 14.4% of these are considered conserved or weakly conserved. We noticed very different distributions of size and PhyloCSF score between ncORFs and canonical smORFs (Fig. 5A). The distribution of TE for ncORFs is also different from that for long CDS, the median TE of ncORFs is greater than long CDS (Fig. 5B). Three ncORFs identified in LPS-activated B cells (Cct6a, Gm16675 and 6330418K02Rik) were found to have a high PhyloCSF score and TE, so we infer them to encode functional micropeptides (Fig. 5C). We searched the micropeptides they encode in NCBI BLASTp database (Altschul *et al.*, 1990), but did not find any match for Gm16675 and a partial match for 6330418K02Rik to three uncharacterized proteins with 35.59–78.18% identity in *Habropoda laboriosa* and *Gulo gulo*. The examples likely reflect that these genes are misclassified as non-coding, although it is possible that they could also have functions as a non-coding RNA in addition to their peptide coding capacity.

**Fig. 5.**
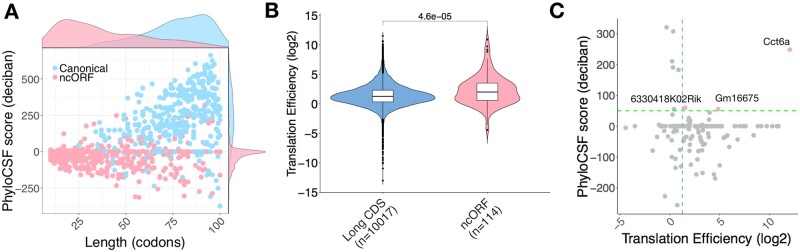
Translated smORFs predicted in non-coding RNAs. (**A**) Canonical smORFs and ncORFs showing very different distributions in length and PhyloCSF score. (**B**) TE distributions of long CDS and ncORF. Significance was computed using a two-sided Mann–Whitney test. (**C**) TE and PhyloCSF score are shown for ncORFs (LPS-activated B cells). Scatter plot of ncORF TE and PhyloCSF score. Green broken line represents a PhyloCSF score of 50 used as a threshold for conservation, blue broken line represents the median TE of long CDSs. ncORFs that are conserved and have high TE are highlighted. Three genes (Cct6, 6330418K02Rik, Gm16675) potentially encode micropeptides

### 2.8 dORFs

A total of 243 ndORFs and 17 odORFs were predicted with a median length of 34 AA. Only 20 (_**∼**_7.7%) are conserved or weakly conserved (Supplementary Table S6). The TE of dORFs is lower than the long CDSs in general (data not shown). The low TE indicates a very low level of translational reinitiation after the stop codon of the upstream CDS (Gunisova *et al.*, 2018). 

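Genes that host a dORF were among those with dense footprints on their main coding sequence in the B cells activated with LPS, IL-4 and IL-5. The study's list holds 260 dORFs, of which 249 have both ends in an annotated 3' UTR of 204 genes. Of these host genes, 155 are long CDS genes with at least 10 counts in every mouse. Their median density was 76.6 ± 1.90 (SD, n = 5 mice) counts per kilobase of coding sequence per 1000000 counts, against 25.3 ± 0.570 (SD, n = 5) for the 9103 other long CDS genes. This is a 3.03-fold difference, a log2 ratio of 1.60 ± 0.0193 (SD, n = 5), with the hosts higher in 5 of 5 mice (exact two-sided sign-flip test, p = 0.063, the smallest p that 5 mice allow). The hosts' coding sequences were also shorter, with a median of 268 codons against 473. The dORFs were called from footprints in lymphocytes that include these B cells, so the list is not independent evidence of the direction. The log2 ratio was 1.00 with a minimum on density in place of counts, a setting chosen after the data were examined. Density counts footprints per length of coding sequence and, unlike TE, does not account for the amount of mRNA.

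**Figure D6:**
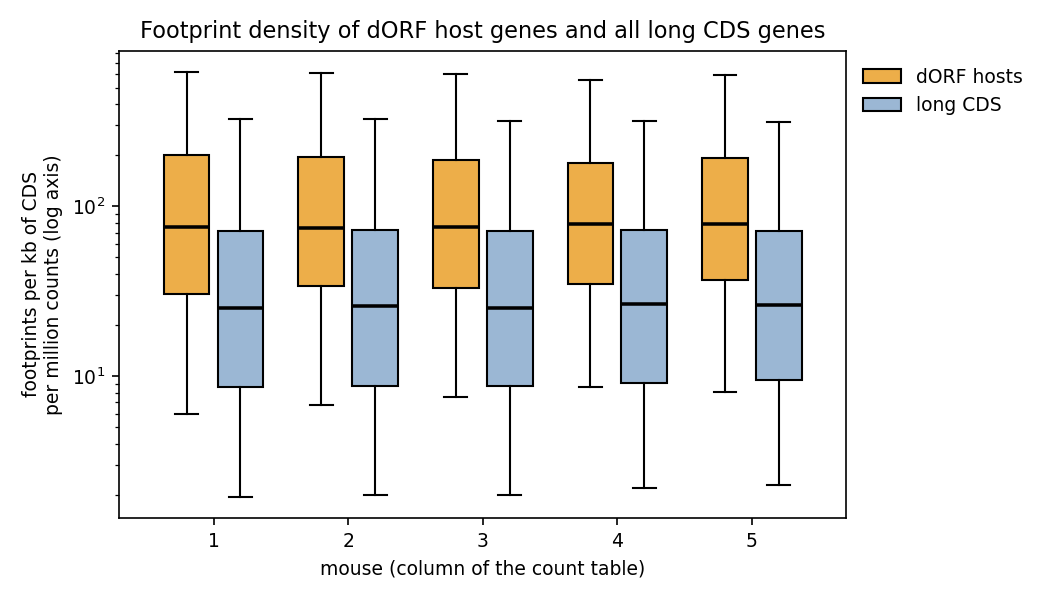
Footprint density (counts per kilobase of coding sequence per 1000000 counts, log axis) of the main coding sequences of 155 dORF host genes (orange) and of all 9258 long CDS genes, hosts included (blue), in each of 5 mice. Lines are medians, boxes span the middle quartiles and whiskers the 5th to 95th percentile, and the median of the hosts is higher in each mouse.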

In B cells activated with LPS and IL-4 + IL-5, we noticed that dORF-containing transcripts show no significant difference in TE compared to those without (Supplementary Fig. S4).

### 2.9 Signal sequence-containing micropeptides

An N-terminal signal peptide sequence of 16–30 amino acids is characteristic of proteins destined to be secreted, resident within cellular membranes or within compartments of the secretory pathway. 

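Among the genes of small proteins with a signal sequence that the paper names, Cd52 had the most footprints in the B cells activated with LPS, IL-4 and IL-5. Cd52 (ENSMUSG00000000682.7) encodes a short glycoprotein anchored on the surface of lymphocytes and lies on chromosome 4 of GRCm38 from 134082448 to 134095082, on the minus strand. Its coding sequence of 74 codons had 1575 CPM ± 285 (SD, n = 5 mice), above 99.5% of the genes with at least 10 counts in every mouse. Its density of 7104 ± 1344 (SD, n = 5) counts per kilobase per 1000000 counts was the highest of the short CDS genes after Tmsb4x. Of 6 named genes in the count table, 4 had at least 10 counts in every mouse, namely Cd52, Ccl22, Ccl5 and Ccl4. The chemokines Ccl1 and Ccl2 did not. The 6 genes summed to 1921 CPM ± 209 (SD, n = 5). AW112010 and 1810058I24Rik are not in the table of coding sequences and were not analysed here.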

Using SignalP server (Petersen *et al.*, 2011), we predicted 80 candidates including known chemokines (CCL-1, -2, -4, -5 and -22) and the cell surface protein CD52, as well as the recently identified lncRNA encoded Aw112010 (Jackson *et al.*, 2018) and 1810058I24Rik micropeptides (Bhatta *et al.*, 2020). Amongst these, 28 are canonical micropeptides and they typically have high levels of conservation. Of the remaining 52 non-canonical micropeptides, 12 show conservation (Fig. 6A).

**Fig. 6.**
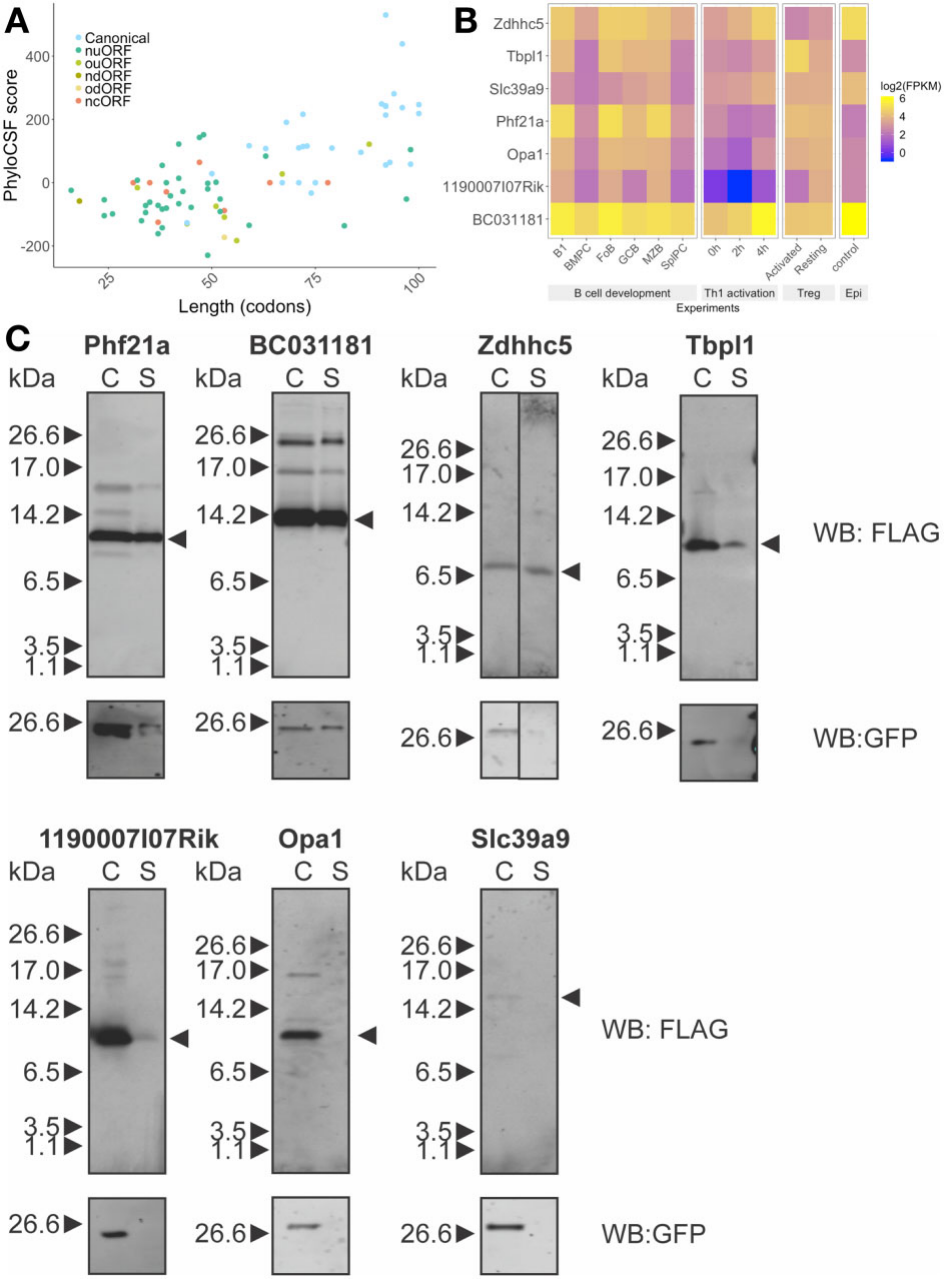
Predicted signal sequence-containing micropeptides and their host transcripts expression under different conditions. (**A**) Scatter plots show the distributions of length (codon) and PhyloCSF score for each predicted signal peptide containing micropeptides. (**B**) Heatmap analysis of host transcript expression during B cell terminal differentiation, Th1 cell activation, resting/activated regulatory T cells and epidermal cells (Epi). Selected micropeptides are shown in the heatmap, they are conserved in humans and there is limited or no information regarding their function. They are ordered by length. (**C**) Expression and secretion of micropeptides. Plasmids encoding predicted micropeptides were transfected into 293 T cells and micropeptides in total cell lysate (C) and total secreted fraction (S) were detected by anti-FLAG antibody. GFP expression indicates transfection efficiency

We selected seven putative smORFs for further characterization (Fig. 6B). 

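All 7 host genes of these smORFs had at least 10 counts on their annotated coding sequence in every mouse in the B cells activated with LPS, IL-4 and IL-5. For BC031181 and 1190007I07Rik, the longest annotated coding sequence is itself short, and the lengths and places given here are those of that sequence. The paper calls the smORF of BC031181 canonical. Whether the longest coding sequence of either gene is the reading frame of the selected micropeptide was not checked. BC031181 (ENSMUSG00000036299.4), on chromosome 18 of GRCm38, has 72 codons in 2 coding exons from 75008674 to 75009340 and had 50.9 CPM ± 8.06 (SD, n = 5 mice). 1190007I07Rik (ENSMUSG00000063320.11), on chromosome 10, has 75 codons in 1 coding exon from 82622591 to 82622815 on the minus strand and had 10.7 CPM ± 2.04 (SD, n = 5). Of its 28-nt windows 20.7% occur once in the genome, and mouse 2 had 14.3 CPM against 9.40 to 10.1 CPM in the others. For the hosts of uORFs, the counts lie on the main coding sequence and not on the uORF. Opa1, a GTPase of mitochondrial fusion, had 101 CPM ± 4.92 (SD, n = 5), and the palmitoyltransferase gene Zdhhc5 had 31.1 CPM ± 1.30 (SD, n = 5). Tbpl1, related to the TATA-binding protein, had 18.4 CPM ± 2.55 (SD, n = 5), with 13.9 CPM in mouse 1 and 19.0 to 20.2 CPM in the others. Phf21a had 17.8 CPM ± 3.66 (SD, n = 5), and the zinc transporter gene Slc39a9 had 11.6 CPM ± 2.38 (SD, n = 5). Of the 7 genes, 0 differed between mice beyond the trend of genes of like abundance, over all genes tested or adjusted over the list alone (edgeR), and 0 had an unadjusted p under 0.05.

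**Figure D7:**
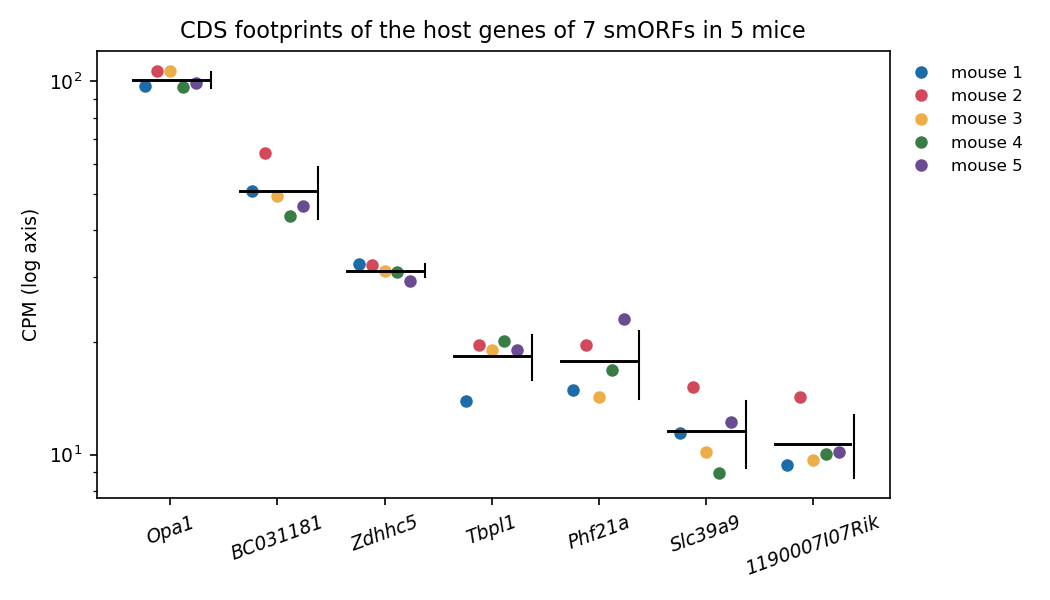
CPM on the annotated coding sequence of the 7 host genes in each of 5 mice (points), with the mean and SD (bars), on a log axis. Opa1 is the highest at 101 CPM and 1190007I07Rik the lowest at 10.7 CPM.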

First of all, all of the selected uORFs do not overlap with the main CDS. Except for Zdhhc5, all are in different reading frames from the main CDS. To examine the expression of signal sequence-containing micropeptide host transcripts, we compared mouse RNA-Seq datasets for lymphocytes spanning B cell terminal differentiation (Shi *et al.*, 2015), Th1 cell activation (Davari *et al.*, 2017) and regulatory T cells (Luo *et al.*, 2016) as well as epidermal cells (Sendoel *et al.*, 2017). These data revealed dynamic expression patterns for several of the host transcripts. For example, BC031181 was down-regulated during B cell differentiation but up-regulated during Th1 cell activation, it was also highly expressed in epidermal cells (Fig. 6B). To determine if the selected putative micropeptides are likely functional, we compared the conservation of amino acid sequence between different mammalian species (Supplementary Fig. S5). All of the micropeptides including those encoded in uORFs show evidence of conservation. This indicates positive selection pressure of the coding sequence of these micropeptides.

### 2.10 *In vitro* characterization of predicted micropeptides with signal sequence

We investigated if the micropeptides with signal sequences are secreted. To this end, we selected and cloned seven putative smORFs with predicted signal sequences into a dicistronic mammalian expression vector, which allowed synthesis of the micropeptide with a FLAG epitope tag at its C-terminus and of GFP driven by an IRES from the same transcript. HEK293T cells transfected with micropeptide-encoding plasmids displayed anti-FLAG signals in both total cell lysates (C) and supernatant (S) fractions (Fig. 6C). GFP was detected in all total cell lysates, but the smORF encoded in the Slc39a9 transcript showed no evidence of expression. The smORFs encoded by Phf21a (uORF) and BC031181 (canonical) showed the most abundant expression and secretion. The smORFs encoded by Zdhhc5 and Tbpl1 expressed less strongly but showed evidence of secretion. By contrast, the smORFs encoded by Opa1 and 1190007I07Rik were weakly or not at all secreted (Fig. 6C). A recent report demonstrates that the human ortholog of 1190007I07Rik, named *C12orf73*, encodes a functional micropeptide named BRAWNIN found at the inner mitochondrial membrane and required for respiratory complex III assembly (Zhang *et al.*, 2020). These results demonstrate that putative smORFs can be expressed and secreted, but additional investigations are required to validate their subcellular localization and to demonstrate their biological functions.

Further investment into the generation of antibodies and model organisms will be required to assign function to micropeptides with signal sequences. It will be exciting to validate the existence of receptors and to shed light onto the biology of these micropeptides.

## Supplementary Material

btab339_supplementary_data

How the deposited data were processed for this re-analysis (not part of the article)

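Ribosome footprints of CD19+ B cells from lymph nodes were measured in 5 biological replicates after 48 h with LPS, IL-4 and IL-5. The replicates are called mice here, although pooling of animals was not checked. This 1 condition is all that was analysed here. The authors removed adapters and contaminating rRNA, tRNA and small RNA, mapped the reads uniquely to GRCm38 and counted them per gene over its GENCODE coding sequence. The submitters' notes name Trim Galore 0.4.5, FastQC 0.11.8, Bowtie 1.2.2, STAR 2.5.2a and HTSeq 0.11.2 without giving their order. The values are raw counts, whole numbers with closing rows for reads outside coding sequences and for ambiguous reads. Reads without a gene made up 26.2% to 35.1% of the counted reads per mouse, of which ambiguous reads were 0.429% to 0.509% of the counted reads. The counts in genes, 7025231 to 8296061 per mouse, were 32.7% of the paper's reads after contaminant removal over all mice, and the counted reads with and without a gene were 48.0%. Log2 CPM of pairs of libraries correlated with Pearson's r between 0.976 and 0.992, given as a check on the libraries, and their counts differed by a chi-square of 6.66 to 25.0 per degree of freedom, so no library was a copy of another. The common biological coefficient of variation between mice was 0.127.

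Of 22538 gene rows, 22446 were matched to GENCODE M21 and 92 were not. A short CDS gene was a protein-coding gene whose longest annotated coding sequence, without the stop codon, has at most 100 codons, and immunoglobulin and T cell receptor segments were left out of both length groups. Density is counts per kilobase of the longest coding sequence per 1000000 counts in genes. Genes with at least 10 counts in every mouse were used, 9616 in all, of which 9418 are protein-coding. Counts were scaled by TMM in edgeR 4.0.16 under R 4.3.3, and log2 CPM used a prior count of 2. Floors for a count of 0 are 3 counts, over the group or per library, which is 0.366 to 0.434 CPM in a single library. They cover counting error only, since reads without molecular identifiers are not independent molecules.

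Density ratios were tested over mice by an exact two-sided sign-flip test. The mice share the same genes, so this p describes how alike the mice were and not the spread between genes. Differences between mice of the same condition were tested per gene with the quasi-likelihood fit of edgeR, as the residual dispersion over its trended prior, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Tested on 9616 simulated genes, of which 9510 passed the count minimum and the rest counted as not called, it called 81 of 100 genes raised 4-fold in 1 mouse, 100 of 100 raised 16-fold and 11 of 9416 unchanged genes. A first simulation, without differences in dispersion between genes, had recovered more of the raised genes and was replaced. For lists, the SD over mice of the mean log2 CPM was set against 10000 random lists of like abundance, with adjustment over the 15 lists with at least 5 tested members. Of 100 simulated lists without a shift 7 had an unadjusted p under 0.05, and of 100 with a shift of SD 0.2 on the log2 scale 97 did. The simulated genes varied independently, whereas members of a real list can vary together for many reasons. The simulation therefore cannot show how often lists of co-varying genes pass. The p-value places a list among random lists of genes, and genes are not independent replicates. The share of 28-nt windows of each coding sequence that occur once in GRCm38, on both strands, was counted with numba 0.67.0 under Python 3.11.15. A window across an exon junction was counted as occurring once when the contiguous genome did not hold it. limma 3.58.1 and DESeq2 1.42.0 gave alternatives, and numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, biopython 1.88 and matplotlib 3.10.9 were also used.

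The 26 gene lists and the rule for named genes were fixed before the data were examined. The rule takes every gene the paper names that is in the table, up to 4 of the highest and the lowest member of each list described, the 10 genes with the highest mean count, the 10 densest short CDS genes and the 10 genes with the smallest p between mice. The lists cover chemokines, signal-sequence micropeptides, hosts of the 7 selected micropeptides, ncORF hosts, small mitochondrial proteins, large subunits of the respiratory chain and ATP synthase, B cell identity, B cell activation, plasmablast, immunoglobulin constant regions, T cell, macrophage and monocyte, dendritic cell, neutrophil, NK cell, erythroid, stromal, interferon-stimulated, integrated stress and unfolded protein response, proliferation, cholesterol synthesis, glycolysis and hypoxia, immediate early and heat shock, large subunit of the cytosolic ribosome, Y chromosome and ZFP36 family. Alternatives set beforehand were other count minimums, the union of coding exons as length, means of log2 densities, a limit of 80 codons, leaving out ribosomal or mitochondrial genes, other scaling, limma in place of edgeR, medians over a list, and leaving out each mouse. Alternatives added after the data were examined were a minimum of 80% of windows occurring once, a minimum density of 10, the default deviance of edgeR in place of the legacy one first used, and, for differences between genes, scaling by total counts. RNA-seq was not used here, so no translation efficiency was computed, and the host genes of ncORFs that the paper names are not in the table of coding sequences and were not analysed here.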

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

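The tests of depth, of histone H4 synthesis and of variant copies for Hist1h4m, the comparison with other H4 genes of shared sequence, and the tests of scaling and of other cell types for glycolysis and hypoxia, were chosen after the results they measure were seen. The test of other cell types replaced an earlier version with more markers, some of them with a high level in B cells, and a looser bound, and both versions argued the same way; the test of scaling replaced a comparison with the size factors of DESeq2, which moved almost nothing and so tested nothing.

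Hist1h4m, a histone H4 gene on chromosome 13 of GRCm38 from 21811746 to 21812147 that the paper does not discuss, had 337.8 CPM ± 366 (SD, n = 5 mice), far above the 0.0779 CPM that a count of 0 allows. It was the 1 gene of 9616 that differed between mice beyond the trend (edgeR, adjusted p = 0.000993, with 544 genes at an unadjusted p under 0.05 against 481 expected by chance), with 14 and 31 counts in mice 1 and 4 and 2995, 7285 and 3034 counts in mice 2, 3 and 5. Depth is argued against by scaled library sizes that differed 1.19-fold where its counts differed 520.4-fold, and a general change of histone H4 synthesis by the other 12 H4 genes, whose largest ratio between mice was 2.63, for Hist1h4n, a gene named after its values were seen. Reads shared between H4 genes stay open but do not by themselves account for a difference between mice: 0% of its 28-nt windows occur once in the genome, but 6 other H4 genes with under 20% such windows differed at most 2.63-fold, and Hist1h4n, also at 0%, had 1023 to 2685 counts in every mouse. A variant carried in 0, 1 or 2 copies also stays open, since the share of H4 counts in mice 2 and 5 was 0.497 of that in mouse 3, the highest. This reading takes each library to come from a single animal, which was not checked. Shared reads and a variant cannot be told apart because the counts hold no sequence, and no biological explanation was tested with 1 condition.

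The 19 tested genes of glycolysis and hypoxia varied between mice together. The SD over mice of the mean log2 CPM was 0.45 against 0.0927 for the 95th percentile of random lists. The unadjusted p against random lists was 0.0001, the smallest that 10000 lists allow, and the adjusted p was 0.000375. The list was highest in mouse 5 at 0.70 above the group mean and next in mouse 4 at 0.22. Of its members, 9 passed when adjusted over the list alone and 0 over all genes. Aldoc ranged from 15.3 to 127 CPM, Ankrd37 from 6.22 to 65.5 CPM, and Tpi1 from 407.5 to 820.5 CPM, and without mouse 5 the SD was 0.27. The share of reads outside coding sequences was also highest in mice 5 and 4, at 34.7% and 33.9%. Mouse 3, with the lowest list mean at -0.34, came next at 32.9%. Scaling as the only cause is argued against because 1 factor per library would move all members alike. The slope over mice on the mean of the other members had a 95% range without 1 in 10 of 19 members, 6 below and 4 above. Chance gives 0.95 if the members are independent, which they are not, and a part of scaling in the pattern is not excluded. A few members as the only source are argued against by an SD of 0.24 (0.2437) over the 14 genes left without the 5 that varied most. The 95th percentile of random lists is 0.1 there. Other cells as the main source are argued against by 18 of their abundant transcripts. These gained 0.0834% of the CPM that the list gained between the mice with its lowest and highest mean. That is under the bound of 1%, which was set after values were seen. However, the whole T cell list passed that bound with a gain of 30.5 CPM (1.87%). Cd2 and Lck gave all of this gain but 0.252 CPM over the other 16 genes. A part of T cells in the pattern is therefore not excluded. The macrophage list gained 9.31 CPM (0.571%). Flt3 of the dendritic cell list and Pecam1 of the stromal list gained 34.8 and 31.6 CPM while these lists fell. No biological explanation was tested, since all mice had the same condition, and a difference in culture between the mice stays open and untested.

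Of 91 genes of the large ribosomal subunit and of small mitochondrial proteins, 15 had a mean of under 10 counts per mouse. Short coding sequences are argued against as the reason, since the median length of these 15 genes was 105.5% of that of the others. Reads shared between copies and left out by unique mapping are consistent with a median of 0% of 28-nt windows that occur once among the 15 genes against 50.1% among the others, just past the 50% set for this test. Exceptions go both ways: 2 of the 15, Cox17 and Timm10b, have at least 80% such windows, both named after their values were seen, and 28 of the other 76 genes have under 20%. No biological explanation was tested, since there is 1 condition.

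Among 164 groups of 5 values, of named genes, lists, density ratios and libraries, 10 had 1 mouse far from the others, where chance gives about 8.2; the numbers here are the gap to the nearest mouse over the range. The gene 1190007I07Rik (0.849) and Asns (0.819), an amino acid synthesis enzyme at 375 CPM against 299.7 to 313 CPM, were high in mouse 2. Tnfrsf13b (0.855), at 394 CPM against 304 to 317 CPM, and Uqcrh (0.747), at 425 CPM against 297 to 329 CPM, were high in mouse 1, and Tbpl1 (0.819) was low in it. Ncr1 (0.777) had 4 counts in mouse 5 and 1 in mouse 3, and Ccl2 (1.0), Gypa (1.0), S100a8 (1.0) and Uty (1.0) had a single count in 1 mouse each.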

How the results depend on the processing

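The settings with 80% of windows occurring once, with a filter on density, with the default deviance of edgeR and with total counts for the test between genes were chosen after the data were examined; the others were set beforehand. No paired analysis was possible because there is 1 condition. For short against long CDS genes, the log2 ratio of 2.53 was 2.25 with at least 1 count in every mouse, 2.70 with at most 80 codons, 2.07 outside the mitochondrial and ribosomal lists, 2.40 with 80% of windows occurring once and 1.84 with the filter on density; it stayed positive in all settings run, and leaving out each mouse gave 2.48 to 2.55. For small mitochondrial proteins against large subunits, the log2 ratio of 0.29 was 0.12 (0.115) with the union of coding exons as length and reversed to -0.06 (-0.0591) with means of log2 densities and to -0.43 with 80% of windows occurring once, while leaving out each mouse gave 0.25 to 0.32; the cause was not tested. For dORF hosts, the log2 ratio of 1.60 was 1.90 with at least 1 count, 1.13 with at least 100 counts, 1.54 with the union of coding exons (1.5432) and with means of log2 densities (1.5376), 1.57 with 80% of windows occurring once, 1.00 with the filter on density and 1.58 to 1.61 with each mouse left out, positive throughout. The 160 short CDS genes were 71 with at most 80 codons, by construction, 195 with at least 1 count, and 160 to 161 with each mouse left out. Of 112 levels of genes the paper names under other scalings or without a mouse, 0 moved by more than 1 SD, although Cxcl10 fell from 16.3 to 10.6 CPM without mouse 3.

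The 1 gene that differed between mice, Hist1h4m, was also the 1 gene called by limma voom, the size factors of DESeq2, total counts and the default deviance. There were 2 genes, Hist1h4m and the lactate exporter Slc16a3, with a mean of at least 10 counts, and 0 (333 at an unadjusted p under 0.05) with at least 100 counts in every mouse, a filter that removes Hist1h4m. Leaving out each mouse gave 1 to 6 genes, with 4 without mouse 1 (Hist1h4m, Slc16a3, Ankrd37 and Aldoc) and 6 without mouse 5 (Hist1h4m, Gnb4, Ighg1, Ifit2, Cxcl10 and Tmem176b); Slc16a3 and Ifit2 are named after their values were seen. Of the lists, 11 of 15 varied between mice together, 5 with medians of the members, all 5 among the 11, and 11 to 12 with each mouse left out, of 15 tested (16 without mouse 2); without mouse 1, 10 of the 11 stayed, the stress response list was lost and the hosts of the 7 selected micropeptides were gained, and the 1 list beyond the 11 was chemokines without mouse 2, macrophage and monocyte without mouse 3 and without mouse 4, and the hosts without mouse 5; the cause was not tested. Over single lists and genes, 7 values lost and 4 gained their side of the threshold and 206 kept it or moved by less than the spread between mice. The 206 include the 112 levels of named genes, which could hardly move by that much. The depth limits what can be said of genes below 0.0779 CPM, and the smallest sign-flip p that 5 mice can give is 0.063.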

Other observations

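The interferon-stimulated genes differed between the mice as a group. All 22 had at least 10 counts in every mouse, and the SD over mice of their mean log2 CPM was 0.38. Relative to the group mean, mice 3, 4 and 5 lay at 0.43, 0.20 and 0.14 and mice 1 and 2 at -0.47 and -0.31. Against random lists of like abundance the unadjusted p was 0.0001, the smallest possible, and the adjusted p was 0.000375. The share of reads outside coding sequences was also lower in mice 1 and 2, at 28.7% and 25.7%, than in mice 3, 4 and 5, at 32.9%, 33.9% and 34.7%. The summed NK cell genes were lower too, at 0.144 and 1.01 CPM against 2.56, 2.32 and 1.92 CPM. These sums rest on few reads, since 3 counts are 0.366 to 0.434 CPM in a single library. Of the 22 genes, 14 differed between mice when adjusted over the list alone and 0 over all genes. The transcription factor Stat1 had 1208 CPM ± 126 (SD, n = 5 mice), the ubiquitin-like Isg15 had 825 CPM ± 205 (SD, n = 5), Oasl1 had 339 CPM ± 110.8 (SD, n = 5) and Ifit3, the lowest, had 7.37 CPM ± 3.03 (SD, n = 5). Immunoglobulin constant regions had an SD of 0.28 (adjusted p = 0.000375), and 0.14 without mouse 5, the mouse in which they were highest and in which the T cell and macrophage lists also had their highest sums. Ighm had 6454 CPM ± 787 (SD, n = 5) and Igkc had 5090.0 CPM ± 359 (SD, n = 5). Ighg1 and Ighg2b, of switched isotypes, were among the 10 genes with the smallest p between mice. Ighg1, of the class that IL-4 is known to promote, ranged from 13.3 to 67.6 CPM, and Ighg2b from 22.5 to 100.4 CPM, while Ighe had 1.03 CPM ± 0.833 (SD, n = 5). Adjusted over the list alone 4 constant region genes differed between mice, and 0 over all genes. The large subunit of the cytosolic ribosome had an SD of 0.22 (adjusted p = 0.000375), with mouse 3 highest at 0.27 and mouse 5 lowest at -0.31, and 4 members passed over the list alone. With medians of the members it did not pass the test against random lists (adjusted p = 0.119).

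Smaller differences between mice passed the same test for B cell identity (SD 0.17, adjusted p = 0.00386, and 0.11 without mouse 5), B cell activation (0.11, adjusted p = 0.0027), immediate early and heat shock genes (0.22, adjusted p = 0.00469), cholesterol synthesis (0.12, adjusted p = 0.00386), small mitochondrial proteins (0.08, adjusted p = 0.00683), large subunits of the respiratory chain and ATP synthase (0.12, adjusted p = 0.0075, and 0.07 without mouse 1) and the integrated stress and unfolded protein response (0.12, adjusted p = 0.0175). B cell activation, the stress response and immediate early and heat shock genes were lower in mice 1 and 2 than in mice 3, 4 and 5. The same split held for the interferon-stimulated genes, the share of reads outside coding sequences, the macrophage sum and the NK cell sum, the last of which rests on few reads. B cell identity was highest in mouse 5, as were the T cell and macrophage sums. Of these lists, large subunits, B cell identity, B cell activation, the stress response and cholesterol synthesis, and also the cytosolic ribosome, did not pass with medians of the members. Their SDs with medians were 0.14, 0.09, 0.16, 0.26, 0.12 and 0.21 in that order, so only that of B cell identity fell clearly. The stress response did not pass without mouse 1 (adjusted p = 0.145). The test was not passed by the hosts of the 7 selected micropeptides (adjusted p = 0.0685), macrophage and monocyte genes (adjusted p = 0.0576), plasmablast genes (adjusted p = 0.186) or proliferation (adjusted p = 0.11), and for the hosts, the macrophage genes and the plasmablast genes the value depended on which mouse was left out. The hosts passed without mouse 1 (adjusted p = 0.0466) or mouse 5 (adjusted p = 0.0214), but without mouse 2 their SD fell from 0.14 to 0.06 (adjusted p = 0.689). The macrophage genes passed without mouse 3 (adjusted p = 0.034) or mouse 4 (adjusted p = 0.0413), but without mouse 5 their SD fell from 0.26 to 0.14 (adjusted p = 0.46). The SD of the plasmablast genes fell from 0.06 (0.0638) to 0.04 (0.0356) without mouse 2 (adjusted p = 0.689), and their lowest adjusted p with 1 mouse left out was 0.0864, without mouse 5. Cholesterol synthesis was led by Hmgcs1 at 1718 CPM ± 186 (SD, n = 5) and Hmgcr at 1239 CPM ± 110.5 (SD, n = 5), the stress response by the chaperone Hspa5 at 2940.0 CPM ± 242.5 (SD, n = 5), and plasmablast genes by Hsp90b1 at 2468 CPM ± 148 (SD, n = 5), while Tnfrsf17 had no count. The 3 genes of the ZFP36 family summed to 287 CPM ± 47.0 (SD, n = 5), and 4 genes of the Y chromosome summed to 0.0245 CPM. Among the 10 genes with the smallest p between mice besides those of the lists above were Gnb4, from 5.93 to 47.9 CPM, and Tmem176b, from 14.6 to 58.4 CPM, which did not pass over all genes.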
